# Regulation of Enhancers by SUMOylation Through TFAP2C Binding and Recruitment of HDAC Complex to the Chromatin

**DOI:** 10.21203/rs.3.rs-4201913/v1

**Published:** 2024-04-02

**Authors:** Tharindumala Abeywardana, Xiwei Wu, Shih-Ting Huang, Grace Aldana Masangkay, Andrei S. Rodin, Sergio Branciamore, Grigoriy Gogoshin, Arthur Li, Li Du, Neranjan Tharuka, Ross Tomaino, Yuan Chen

**Keywords:** SUMO, TFAP2C, AP-2, SUMOylation, RNA splicing, spliceosome, H3K27Ac, histone remodeling, enhancers

## Abstract

Enhancers are fundamental to gene regulation. Post-translational modifications by the small ubiquitin-like modifiers (SUMO) modify chromatin regulation enzymes, including histone acetylases and deacetylases. However, it remains unclear whether SUMOylation regulates enhancer marks, acetylation at the 27th lysine residue of the histone H3 protein (H3K27Ac). To investigate whether SUMOylation regulates H3K27Ac, we performed genome-wide ChIP-seq analyses and discovered that knockdown (KD) of the SUMO activating enzyme catalytic subunit UBA2 reduced H3K27Ac at most enhancers. Bioinformatic analysis revealed that TFAP2C-binding sites are enriched in enhancers whose H3K27Ac was reduced by UBA2 KD. ChIP-seq analysis in combination with molecular biological methods showed that TFAP2C binding to enhancers increased upon UBA2 KD or inhibition of SUMOylation by a small molecule SUMOylation inhibitor. However, this is not due to the SUMOylation of TFAP2C itself. Proteomics analysis of TFAP2C interactome on the chromatin identified histone deacetylation (HDAC) and RNA splicing machineries that contain many SUMOylation targets. TFAP2C KD reduced HDAC1 binding to chromatin and increased H3K27Ac marks at enhancer regions, suggesting that TFAP2C is important in recruiting HDAC machinery. Taken together, our findings provide insights into the regulation of enhancer marks by SUMOylation and TFAP2C and suggest that SUMOylation of proteins in the HDAC machinery regulates their recruitments to enhancers.

## INTRODUCTION

Enhancers and super-enhancers (SEs) are chromatin regions regulates gene transcription and thus play critical roles in the regulation of gene expression programs in pluripotency, cell lineage development and in diseases, such as cancer (1–4). Enhancers and SEs are highly enriched for active histone marks H3K27Ac (the acetylation at the 27th lysine residue of the histone H3 protein) and transcription factors. However, it remains unclear how SUMOylation regulates enhancer marks H3K27Ac genome-wide. Small ubiquitin-like modifications (SUMOylation) predominately occur to nuclear proteins including histone acetylases and deacetylases (5–7). SUMOylation is the covalent conjugation of a small ubiquitin-like modifier (SUMO) to target proteins (8). There are at least three SUMO isoforms in mammals, namely SUMO1, SUMO2 and SUMO3. SUMOylation occurs through a cascade of enzymatic activities catalyzed by an E1 activating enzyme that consists of two subunits SAE1 and UBA2 (aka SAE2), an E2-conjugating enzyme and several E3 ligases. Desumoylases, on the other hand, remove SUMO proteins from their targets, making SUMOylation a highly dynamic modification. SUMOylation adds a new docking site for protein-protein interactions through SUMO-interacting motifs (9, 10) or hinders protein-protein interactions by masking an existing binding site. Although many proteins involved in histone deacetylation are substrates of SUMO modification (5–7), the role of SUMOylation in regulating H3K27Ac is not well defined.

TFAP2C, also known as AP-2γ, is a member of the AP-2 family of developmentally regulated transcription factors that consists of five members, AP-2α, AP-2β AP-2γ, APδ and APε that share similar DNA-binding sequences (11). The AP-2 family members form homo- or heterodimers in driving gene expression due to their high sequence similarity (12). TFAP2C is an important regulator of enhancer elements. For example, it was found that TFAP2C plays critical roles in maintaining pluripotency by binding enhancers specific to naïve pluripotent stem cells (13). TFAP2C was also found to regulate OCT4 naive enhancer in human germline formation (14). TFAP2C plays important roles in cancers; it was shown that the loss of TFAP2C induces epithelial-to-mesenchymal transition (15). Overexpression of TFAP2C prevented breast cancer metastasis (16).

In this study, we discovered that knockdown (KD) of the SUMO activating enzyme catalytic subunit UBA2 reduced H3K27Ac at most enhancers. Bioinformatic analysis revealed that TFAP2C-binding sites are specifically enriched in enhancers and SEs whose H3K27Ac was reduced by UBA2 KD. Genome-wide ChIP-seq analysis in combination with molecular biological methods showed that TFAP2C binding to enhancers and SEs increased upon down regulation of UBA2 or inhibition of SUMOylation by a small molecule inhibitor. However, this is not due to the SUMOylation of TFAP2C itself, because UBA2 KD similarly increased wild type (WT) and SUMOylation defective mutant TFAP2C binding to these SEs. We carried out proteomics analysis of TFAP2C interactome on the chromatin. A subset of TFAP2C interacting proteins is involved in histone deacetylation (HDAC) and chromatin modification, and most of these proteins are SUMOylation substrates. TFAP2C KD reduced HDAC1 binding and increased H3K27Ac marks at examined enhancer regions, supporting the interaction of TFAP2C and HDAC machinery identified by proteomics. Taken together, our multi-omics studies described here identify the role of SUMOylation in regulating H3K27Ac mark at enhancers and SEs through TFAP2C.

## EXPERIMENTAL PROCEDURES

### Cell Culture and Small Molecule Inhibition

HCT116 cells stably expressing Tet-On shUBA2 (17, 18) were grown in Dulbecco’s Modification of Eagle’s Medium (DMEM) at 37°C with 5% CO_2_. Media was supplemented with 10% Tet System Approved FBS (Clontech), 100 U/ ml-penicillin, and 100 mg/ml streptomycin. UBA2 knockdown was induced by treating the cells for 5 days with 1 μg/mL of doxycycline as previously shown 17,19). Plasmid transfection was performed with PolyJet^™^ In Vitro DNA Transfection Reagent (SignaGen Laboratories) and siRNA transfection was performed with Lipofectamine RNAiMAX Transfection Reagent (ThermoFisher Scientific) according to the respective manufacturers’ protocols.

### TAK-981 was purchased from MedChemExpress (Cat. # HY-111789).

Whole cell lysate was prepared by lysing the cell in 1X RIPA buffer (25 mM Tris pH 7–8, 150 mM NaCl, 0.1 % SDS, 0.5% sodium deoxycholate, 1 % Triton X-100 or NP-40).

### Site-Directed Mutagenesis

HA-TFAP2C-K10R mutation was performed using QuickChange II XL Site-directed Mutagenesis Kit (Agilent). The following primer set was used for the mutagenesis. TFAP2C K10R-Forward-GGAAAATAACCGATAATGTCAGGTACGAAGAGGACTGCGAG and TFAP2C K10R-Reverse-CT CGCAGTCCT CTT CGTACCT GACATTAT CGGTTATTTT CC.

### Chromatin Immunoprecipitation

Chromatin immunoprecipitation was performed using SimpleChIP^®^ Plus Enzymatic Chromatin IP Kit (Cell Signaling Technology) according to the manufacturer’s protocol. The following antibodies were used for ChIP Assays. anti-HA (CST; #3724S), anti-SUMO1 (CST; #4940), anti-SUMO2–3 (M114–3), anti-H3K27Ac (ab4729), anti-H3K4me3 (Millipore; 04–745), anti-H3K27me3 (ab6002) and anti-Med1(A300–793A). Enrichment analysis at enhancer elements was performed by real-time qPCR using the primers listed in Table S1. For qPCR, a QuantStudio5 real time PCR system and PowerUp SYBR Green Master Mix (Thermo Fisher Scientific) were used. Enrichment was calculated using the comparative Ct method. Each value represents the average value ± standard deviation calculated from triplicate qPCR reactions per one representative experiment.

### ChIP-seq Library Preparation and Quantification and Sequencing

Chip-seq libraries were generated using KAPA Hyper Prep Kit following manufacturer’s protocol. ChIP DNA was subjected to end repair with subsequent 3^’^ adenylation to a create 3’dA overhang suitable for adaptor ligation. Illumina adaptors were ligated to both ends of the DNA and amplified using 11 cycles of PCR with primers specific to the adaptor sequences to generate amplicons of approximately 200–500 bp in size. Libraries were purified using the AxyPrep Mag PCR Clean-up kit (Thermo Fisher Scientific). Each library was quantified using a Qubit fluorometer (Life Technologies) and the size distribution was assessed using the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, USA). The amplified libraries were hybridized to the Illumina single end flow cell and amplified using the cBot (Illumina). Single end reads of 50 nt were generated for each sample. ChIP-Sequencing reads were generated on an Illumina HiSeq2500 machine.

### ChIP-seq Analysis

Sequences were aligned to human genome assembly hg19 using NovaSeq c3.02.07. Only reads aligned to unique genome location were retained for further analysis. Peaks were called using MACS v2 with default settings, using the following options bandwidth = 300 and d = 200. Super enhancers were identified using H3K27Ac and Med1 peaks with ROSE algorithm (http://younglab.wi.mit.edu/super_enhancer_code.html). Subsequent analysis was done using customized R scripts and various Bioconductor packages. Peaks were annotated based on Refseq genes to transcription start site (TSS +/− 500bp), promoter region (TSS +/− 1000bp), gene body (TSS +1000 to transcription end), and intergenic regions. For differential peak identification for TFAP2C, the MACS v2 peaks from multiple samples were merged, and reads falling into each merged region in each sample were counted and scaled to the same total aligned reads. Then log_2_FC were calculated between different sample groups and *p* value was calculated using t-test. Differential peaks were selected with *p* value < = 0.01 and fold change greater than 2. Each targeted region is separated into equal size bins of 100 bp. The reads falling into each bin were counted and scaled by total aligned reads in each sample. These bin counts data were either used to generate a heatmap directly, or the average scaled read counts were calculated and plotted for all the bins in the region. Motif analysis of enhancers was done using the Bioconductor package “ChromeVAR “. Specifically, the enhancer regions are subject to motif matching to the Jaspar motif database, with default sensitivity settings of “ChromeVAR” package (< 0.00005).

### Experimental Design and Statistical Rationale for Proteomics Analysis

For mass spectrometry analysis, HA immunoprecipitation was performed on chromatin-bound (CB) fractions prepared from untransfected, HA-TFAP2C transfected doxycycline untreated (−Dox) and treated (+ Dox) HCT116-Tet-On-ShSAE2 (UBA2) cells. Although there was no replication for each condition, proteins consistently identified from −Dox and + Dox conditions and not from the control untransfected cells are highly reproducible and thus, −Dox and + Dox conditions were used as independent biological replicates for identification of TFAP2C interactome.

Specifically, cells were lysed (30 min, on ice) in 3 volumes of cytoplasmic buffer (10 mM Tris-HCl pH 7.5, 0.34 M sucrose, 3 mM CaCl2, 2 mM MgCl2, 0.1 mM EDTA, 1 mM DTT, 0.5% NP40, 40 mM NEM) containing protease and phosphatase inhibitors. The nuclear pellet was collected by centrifugation (2400 × g, 5 min). Nuclei were then resuspended in 3 volumes of nuclear buffer (20 mM HEPES pH 7.5, 1.5 mM MgCl2, 1 mM EDTA, 150 mM KCl, 0.1% NP40, 1 mM DTT, 10% Glycerol) and homogenized with a 21G1/2 needle. The intact chromatin pellet was collected after centrifugation (18,000 × g, 30 min). To obtain CB fraction, the chromatin pellet was incubated with 2 volumes of nuclease buffer (20mM HEPES pH 7.5, 1.5mM MgCl2, 1 mM EDTA, 150mM KCl, 10% Glycerol, 0.5 U μl - 1 benzonase) overnight at 4°C, and the supernatant was collected as the CB fraction. To immuno-purify HA-tagged protein complexes, chromatin extracts were diluted with 1V of binding buffer (10 mM HEPEs, pH7.5, 10 mM KCl, 0.25 M NaCl, 1.5 mM MgCl2, 1 mM EDTA, 10% Glycerol and 0.5% Triton X-100) and incubated overnight with HA –tag antibody (Cell Signaling Technology (CST), C29F4) at 4°C. The proteins were next incubated with 30 μl of protein G agarose dynabeads (Invitrogen) for 2 h at 4°C. Beads were washed three times with binding buffer and boiled with 2X SDS loading buffer for SDS-PAGE. Bands were excised and submitted for analysis at Taplin Mass Spectrometry Facility at Harvard University.

Excised gel bands were cut into approximately 1 mm3 pieces. Gel pieces were then subjected to a modified in-gel trypsin digestion procedure (19). Gel pieces were washed and dehydrated with acetonitrile for 10 min followed by removal of acetonitrile. Pieces were then completely dried in a speed-vac. Rehydration of the gel pieces was with 50 mM ammonium bicarbonate solution containing 12.5 ng/μl modified sequencing-grade trypsin (Promega, Madison, WI) at 4°C. After 45 min, the excess trypsin solution was removed and replaced with 50 mM ammonium bicarbonate solution to just cover the gel pieces. Samples were then placed in a 37°C room overnight. Peptides were later extracted by removing the ammonium bicarbonate solution, followed by one wash with a solution containing 50% acetonitrile and 1 % formic acid. The extracts were then dried in a speed-vac (~ 1 hr). The samples were then stored at 4°C until analysis.

On the day of analysis, the samples were reconstituted in 5–10 μl of HPLC solvent A (2.5% acetonitrile, 0.1% formic acid). A nano-scale reverse-phase HPLC capillary column was created by packing 2.6 μm C18 spherical silica beads into a fused silica capillary (100 μm inner diameter x ~ 30 cm length) with a flame-drawn tip (20). After equilibrating the column each sample was loaded via a Famos auto sampler (LC Packings, San Francisco CA) onto the column. A gradient was formed, and peptides were eluted with increasing concentrations of solvent B (97.5% acetonitrile, 0.1% formic acid). As peptides were eluted, they were subjected to electrospray ionization and then entered into an LTQ Orbitrap Velos Pro ion-trap mass spectrometer (Thermo Fisher Scientific, Waltham, MA). Peptides were detected, isolated, and fragmented to produce a tandem mass spectrum of specific fragment ions for each peptide.

All raw files were analyzed together in MaxQuant version 2.4.0.0. Derived peaks were searched against the reference human proteome downloaded from Uniport (https://www.uniprot.org/proteomes/UP000005640) and the built-in frequently observed protein contaminant list. Search parameters include semi-specific trypsin digest allowing up to two missed cleavage with no crosslink, carbamidomethylation of cystine and N-acetylation of protein N-termini were set as fixed post-translational modification, oxidation of methionine was set as variable modification. Multiplicity was set to 1, main search peptide tolerance was set to 4.5 ppm, isotope match tolerance was set to 2 ppm and centroid match tolerance was set to 8 ppm. Peptide-spectrum match (PSM) false discovery rate (FDR) and protein FDR were both set to 1%. Razor protein FDR and second peptide feature were both enabled. Label Free Quantification (LFQ) was enabled for relative quantification. The minimum ratio count was set to 1. The normalization type was classic and Fast LFQ with LFQ intensity minimum number of neighbors set to 3 and the maximum number of neighbors set to 6. Parameters not specified were all left as default. The proteinGroups.txt file output from Maxquant was then used as input for downstream analysis in Perseus version 2.0.11 (21) and using SAINTexpress (Significance Analysis of INTeractome) (22) through APOSTL (Automated Processing of SAINT Templated Layouts) (23).

For Perseus, the proteinGroup.txt file was input and formatted as a matrix. Initial filtering steps remove contaminants, decoys, and proteins that were identified with less than two unmodified peptides. The LFQ intensity was logarithmized (log2) and each sample was grouped individually as ctrl, −Dox and + Dox. After grouping, each group was annotated with identifiers such as gene name and protein ID. After the LFQ intensities were logarithmized, the matrix was further filtered to eliminate proteins that were not at least present in 1 of the 3 samples. Missing values were imputed with values representing a normal distribution with a downshift of 1.8 standard deviation and a width of 0.25 standard deviation. The filled-in matrix then allowed downstream analysis including principal component analysis and scatter plot visualization. A separated matrix was derived from this processed matrix with protein that appears in control manually removed from the matrix entries of the −Dox and + Dox protein list.

For data analysis with SAINTExpress, APOSTL, a pipeline that automates the data analysis using SAINTExpress within the open-source Galaxy framework, was also utilized for identifying interacting protein partners of TFAP2C. Analysis workflow was set up based on the default galaxy workflow on Galaxy Server (http://apostl.moffitt.org/). This pipeline generates necessary input files (bait, prey, inter) and pipes them directly into SAINTExpress analysis. In the SAINT pre-processing step, Maxquant output file peptide.txt and Fasta file of the human protein were taken as input. Bait files are generated with the bait create module. Prey and Inter file were automatically generated. The prey file was then used as input for CRAPome search to distinguish commonly identified contaminations of affinity purification from the rest of the identified proteins. SAINTExpress analysis took the prey file, bait file and inter file generated in the previous step as input, with number of replicates set to 1 with virtual control used option set to false. APOSTL interactive analysis took the output SAINT_output file, prey file, craptome file and interfile to generate data QC plot with SAINT score cutoff set to 0.9. SAINT_output file was also used to generate the interaction file with saint score cut off of 0.9 and consensus path database score cut off set to 0.8 for human species. NSAF (Normalized Spectral Abundance Factor) scoring Table, a similar measurement to saint score for the statistical likelihood of identified interaction representing true interaction, was also generated from SAINT_outputfile, Crampome file, prey file and inter file.

### mRNA Extraction, mRNA Sequencing Library Preparation and Sequencing

Total mRNA was extracted from cells using miRNeasy RNA isolation kit (Qiagen) per manufacturer’s protocol. RNA concentration was measured by NanoDrop 1000 (Thermo Fisher Scientific, Waltham Massachusetts, US) and RNA integrity was determined using Bioanalyzer (Agilent). Library construction of 280 ng total RNA for each sample was made using KAPA mRNA HyperPrep Kit (Illumina Platforms) (Kapa Biosystems, Wilmington, USA) according to the manufacturer’s instructions. PCR amplified for 10 cycles to create the final libraries. Libraries were purified using the AxyPrep Mag PCR Clean-up kit (Thermo Fisher Scientific). Each library was quantified using a Qubit Fluorometer (Life Technologies) and the size distribution was assessed using the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, USA). Sequencing was performed on an Illumina^®^ Hiseq 2500 (Illumina, San Diego, CA, USA) instrument using the TruSeq SR Cluster Kit V4-cBot-HS (Illumina^®^) to generate 51 bp single-end reads sequencing with v4 chemistry. Quality control of RNA-Seq reads was performed using FastQC.

### RNA-seq Analysis

The sequences were aligned to human genome assembly hg19 using Tophat2 v2.0.14. For each sample, expression counts for refseq genes were summarized by HTseq, and reads per kilobase of transcript per million mapped reads (RPKM) were calculated. Count normalization and differential expression analysis between groups were conducted using Bioconductor package “edgeR”. Heatmaps were generated using cluster v3.0 and Java Treeview v2. The pathway analysis was performed using GSEA and hallmark pathways in mSigDB.

### Statistical Approach for Experiments Other Than Proteomics

Data shown in bar graphs are mean ± STDEV. P-values were evaluated using Student’s t-test. A *p*-value < 0.05 was considered statistically significant. Stepwise regression was conducted by using the REG procedure from SAS 9.4 with a significance level of F statistics less than 0.05.

## RESULTS

### UBA2 KD Reduces H3K27Ac Marks at Enhancers

SUMOylation regulates many proteins involved in histone modification, including HDAC complexes (24). However, the role of SUMOylation in regulating H3K27Ac enhancer mark genome-wide is not well understood. Therefore, we focused our analysis on enhancers and SEs. We investigated the chromatin landscape of histone marks H3K27Ac, H3K27me3 and H3K4me3 along with Med1 (Mediator Complex Subunit 1) in HCT116 cells by performing genome-wide ChIP-seq analysis. There are previous enhancer and SE analysis performed on the HCT116 cell line that was used to validate our results (3, 25). An example of ChIP-seq peaks of chromatin marks is shown in Fig. 1A. To prevent influence of H3K27Ac peaks from promoters on enhancer analysis, we defined distal enhancers after calling H3K27Ac broad peaks using the MACS2 software (26) and excluded any peaks that are within 2 kilobase (kb) upstream and 1 kb down stream of transcription start site (TSS) of any genes defined in Gencode. This results in 31,719 distal enhancer peaks. Our mapping of distal enhancers and SEs, H3K27me3 and H3K4me3 peaks matches well with that previously reported (3, 25), validating our ChIP-seq experimental and bioinformatic methodology (Supplemental Fig. 1A).

To understand the role of SUMOylation in regulating enhancers, the SUMOylation pathway was suppressed by UBA2 KD using an inducible Tet-On-shUBA2 system (18). Doxycycline (Dox) treatment successfully reduced Uba2 protein levels (Fig. 1B). Additionally, we performed ChIP-seq analysis of SUMO1 and SUMO2 and 3 peaks on the chromatin. UBA2 KD reduced SUMO1 and SUMO2/3 peaks genome-wide as observed previously (27) (Fig. 1C). There was not a strong overlap between the distal enhancer peaks and SUMO1 or SUMO2/3 peaks (Supplemental Fig. 1B). However, we observed down-regulation of 86% of H3K27Ac peaks at enhancers in response to UBA2 KD (Fig. 1D).

### UBA2 KD Increased TFAP2C Binding to Enhancers

We hypothesized that the reduced H3K27Ac mark upon UBA2 KD is mediated by transcription factors and DNA-binding proteins recruited to enhancer regions. We carried out bioinformatics analysis using two different approaches (Fig. 2A). In one approach, we performed multivariable analysis using Bayesian networks (BNs) and maximum entropy-based discretization as previously described (28). In another approach, we performed feature selection using a stepwise regression. To avoid artificially large fold changes caused by low read coverage, we only retain the peaks with read counts greater or equal to 50 in at least one sample (5,548 peaks). The binding motifs of several members of AP2 families, including TFAP2A, TFAP2B, TFAP2C, and TFAP2E, are significantly enriched among the enhancers down regulated by UBA2 KD (Fig. 2B) (Supplementary Table S2 and S3). This is consistent with the fact that the TFAP2 family members have homologous DNA-binding domains (11).

Next, we aimed to examine how TFAP2C binding to chromatin is modulated by UBA2 KD, and its connection with enhancers. To determine the distribution of TFAP2C on chromatin in HCT116 cells, we adapted a previously established method of performing ChIP-seq analysis of exogenously expressed HA-tagged TFAP2C in cells, using an anti-HA antibody (29), because we could not obtain high quality IP of TFAP2C with commercially available antibodies. Biological duplicates of samples with and without (control) UBA2 KD were analyzed. UBA2 KD did not alter TFAP2C protein expression (Fig. 2C) or localization to cytoplasm (cyto), nuclear plasm or chromatin-bound fractions (CB) (Fig. 2C). Despite the fact that TFAP2C protein level and localization are largely unaffected by UBA2 KD, we observed a significant increase of TFAP2C peaks in the enhancer regions on the chromatin upon UBA2 KD (Fig. 2D and 2E). An example of such regions is shown in Fig. 2E. TFAP2C peaks within each sample were identified using the MACS2 software (26). These results suggest increased TFAP2C binding at enhancers with UBA2 KD.

### TFAP2C’s Own SUMOylation Does Not Regulate Its Binding to Enhancers

Next, we investigated how SUMOylation regulates TFAP2C binding to SE and enhancer regions. Previous studies have reported TFAP2C SUMOylation (11, 29). We validated previous findings that TFAP2C is SUMO1 modified at K10 but not SUMO2/3 modified in both cell cytoplasmic and chromatin-bound fractions by conducting HA-TFAP2C immuno-precipitation from cytoplasmic and chromatin fractions, followed by probing with SUMO1 and SUMO2/3 specific antibodies (Fig. 3A and 3B). Then, we interrogated whether SUMOylation of TFAP2C itself regulates its occupancy at several SEs. Towards this end we performed local ChIP analysis at several SE regions (Fig. 3C) with an HA antibody with cells expressing either WT or SUMOylation defective K10R mutant of HA-TFAP2C in control or UBA2 KD cells. SUMOylation deficient K10R mutant was similarly enriched at SEs as WT TFAP2C upon UBA2 KD (Fig. 3C).

We further investigated whether the regulation of TFAP2C binding to enhancer regions is dependent on SUMOylation. We used a highly specific and potent clinical stage small molecule pharmacological SUMOylation inhibitor TAK-981 (30). In addition, we determined whether the effect is limited to HCT116 by examining two additional cell lines SW620 and HT29. TAK-981 inhibited global SUMOylation in SW620 and HT29 cell lines (Fig. 3D). Similar to UBA2 KD, TAK-981 increased TFAP2C recruitment to the same SEs in SW620 and HT29 as in HCT116 upon UBA2 KD (Fig. 3E). Taken together, SUMOylation inhibition increases TFAP2C binding to enhancer regions and this effect is cell line independent. In addition, SUMO-dependent TFAP2C binding on chromatin is not regulated by TFAP2C’s own SUMOylation, but likely is due to TFAP2C’s interactome.

### Identification of TFAP2C Interactome on The Chromatin

We investigated the TFAP2C interactome on chromatin, which has not been previously described. We performed mass spectrometry analysis of HA-tagged TFAP2C purified from the chromatin-bound fractions of WT and UBA2 KD HCT116 cells by immunoprecipitation (IP) using an HA-tagged antibody under the condition that also co-IP TFAP2C-associated proteins or protein complexes (Fig. 4A). Proteomic analysis was also conducted with IP samples using the same procedure and reagents from cells that did not express HA-tagged TFAP2C to eliminate non-specific proteins. Each lane (Fig. 4A) was cut into bands and submitted for proteomic analysis.

Raw data files of the three different conditions were analyzed together using MaxQuant version 2.4.0.0, and the peaks were used to search the reference human proteome and the built-in frequently observed protein contaminant list. Carbamidomethylation of cystine and acetylation of protein N-termini were set as post-translational modifications, and oxidation of methionine was set as variable modification. Both PSM (peptide spectrum match) FDR and protein identification FDR were set to 1%. Label Free Quantification (LFQ) was enabled for relative quantification. The proteinGroups.txt file output from Maxquant was then used as input for downstream analysis using Perseus version 2.0.11 (21) and in SAINTexpress (22) through APOSTL (23).

TFAP2C was only identified from both co-IP samples and not in the control sample (Supplemental Fig. 2A and B), confirming the co-IP and protein identification methods. Although there were no replications for each condition, proteins identified from co-IP under −Dox and + Dox conditions and not from the control are highly reproducible (Supplemental Fig. 2C, Table S4). Thus, −Dox and + Dox conditions can be used as independent biological replicates for identification of TFAP2C interactome.

The TFAP2C interactome on the chromatin was used for analysis of functional enrichment (Fig. 4B) and protein-protein interaction (PPI) networks (Fig. 4C) using Metascape (31). One functional pathway identified is the regulation of TFAP2 family proteins (Fig. 4B) and the identification of other TFAP2 (AP-2) family of proteins in the TFAP2C interactome (Fig. 4C). This is consistent with previous findings that TFAP2 family members form heterodimers with one another in driving gene expression due to their high sequence similarity (12), providing support of the approach for identification of the TFAP2C interactome.

The top functions of the TFAP2C interactome are RNA splicing and chromatin modifications (Fig. 4B). Consistently, one major complex includes the spliceosome as shown by (Fig. 4C). Except HNRNPA3 associated with the A complex and DDX23 associated with the B complex of the spliceosome, seven proteins are associated with both A and B complexes of the spliceosome including SF3B3, SF3B6, SNRPB, SNRPG, SNRPD3, SF3B1, and DHX15 (32). Eight proteins in the TFAP2C interactome are associated with the B and C complex, including SNRNP200, SNRPF, SNRPE, PRPF19, CWC27, PLRG1, PRPF8, and CDC5L (32). Finally, SNRPD2, SF3A3, SF3A1, SF3B4 are associated with more than two complexes of the spliceosome (32). Many of these proteins are SUMOylation substrates (24).

The TFAP2C interactome is enriched in chromatin remodeling and histone deacetylation (colored in red in Fig. 4B). Consistently, two main PPI networks are associated with chromatin remodeling (Fig. 4C) (31). Both histone deacetylases HDAC1 and HDAC2 are found in one PPI network of TFAP2C interactome (Fig. 4C) (33). Many proteins in both PPI networks are known SUMOylation substrates (24). Because we observed changes of H3K27Ac marks upon UBA2 KD (Fig. 1D), we focused our studies of the TFAP2C interactome related to HDAC.

### TFAP2C Directly Participates in The Recruitment of HDAC1 to Enhancers

Because it was shown that TFAP2C regulates MYC (34, 35), we used the well-established enhancer of the Myc gene (SE-34456, Fig. 5A) for validation studies. We performed H3K27Ac ChIP in control and UBA2 KD cells and examined the MYC SE using three probes (P1 centered at chr8:128,745,443, P2 centered at chr8:128,747,286, and P3 centered at chr8:128,749,112). UBA2 KD resulted in reduced H3K27Ac at these regions of the MYC SE (Fig. 5B, left panel). Thus, the MYC SE is negatively regulated by UBA2 KD like many other enhancer regions (Fig. 1D). Local ChIP-PCR demonstrated that UBA2 KD increased TFAP2C enrichment at this locus (Fig. 5B, right panel), as we observed in other enhancer regions (Fig. 2D, Fig. 3C, Fig. 3E).

Next, we investigated whether TFAP2C plays a critical role in deacetylation at the MYC SE. Towards this end, we performed local ChIP-PCR at MYC SE in control and TFAP2C KD cells (Fig. 5C). Our data indicated that TFAP2C KD enhanced H3K27Ac signal at the MYC SE (Fig. 5D, left panel). We probed the occupancy of HDAC1 at the MYC SE by performing local ChIP-PCR. TFAP2C KD reduced HDAC1 localization to the MYC SE (Fig. 5D, right panel), corresponding to enhanced H3K27Ac (Fig. 5D, left panel). These results support the critical role of TFAP2C in recruiting HDAC1 to the MYC SE, providing support for the proteomics finding (Fig. 4C).

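HCT116, a human colorectal cancer cell line, was transfected with a control siRNA or an siRNA against TFAP2C. The mRNA of 2 replicates of each group was sequenced. The paper gives 48 hrs of siRNA for its western blot (Fig. 5C), which was taken as the time here too. The authors deposited the number of reads counted on each of 42125 genes, without normalization. The control siRNA libraries held 24018869 and 20785035 counts, and the TFAP2C KD libraries held 24465109 and 22379482. The methods name alignment to hg19 with Tophat2 and HTseq counts on RefSeq genes. The gene positions in this table are those of GRCh38, however, and its gene types are those of Ensembl, so its positions are given here on GRCh38. The paper's text does not name the strand setting of the counting, so genes that overlap on opposite strands could share reads.

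From these counts, 14991 genes passed the expression filter of edgeR. Library sizes were scaled by edgeR's TMM method, and the groups were compared with its quasi-likelihood test and Benjamini-Hochberg adjustment, without a term for the replicate number. TFAP2C (chromosome 20, 56629306 to 56639283) had 19.7 ± 1.13 CPM (SD, n = 2) with control siRNA and 3.88 ± 0.591 CPM (SD, n = 2) in TFAP2C KD. This is a log2 fold change of -2.34 (standard error 0.13, adjusted p = 7.67e-06, edgeR's quasi-likelihood test). Leaving out each of the 4 libraries in turn gave values from -2.50 to -2.19.

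At an adjusted p under 0.05, 111 genes differed between the groups, of which 39 were higher and 72 were lower in TFAP2C KD. The log2 fold change was at least 1 in size for 5 of the higher and 5 of the lower genes. With the Wald test of DESeq2, 5 higher genes and 1 lower gene reached that size. Without a filter on low counts, 398 genes passed, the largest shift among the alternatives set before the data were examined. For 44.7% of the genes tested, both TFAP2C KD libraries lay beyond both control libraries, where chance gives 33.3%. NAV3 (chromosome 12, 77324641 to 78213010) rose by a log2 fold change of 1.55 (standard error 0.12, adjusted p = 6.20e-05). GPRIN3 and RGS5, with log2 fold changes of -1.01 and -0.98, had the largest falls after TFAP2C among genes with a mean log2 CPM of at least 1 (adjusted p = 0.0309 and adjusted p = 0.0149). KRTAP3-1 and KRTAP2-3 had the largest rises, with log2 fold changes of 1.87 and 1.74. They belong to a family of similar genes between which the counting could have split reads, so their values are uncertain.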

To further examine the regulation of MYC enhancer using genome-wide data, we performed genome-wide mRNA-seq analysis on RNA extracted from control and TFAP2C KD cells. 

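Genes that Myc activates were followed as 2 lists, MYC targets V1 with 200 genes and MYC targets V2 with 58 genes. The lists follow the hallmark sets of those names, were written from general knowledge and were not checked against mSigDB. Every gene of both lists was tested. In TFAP2C KD, 150 of the 200 V1 genes had a log2 fold change above 0, with a median of 0.074. The camera test of limma, with a preset correlation of 0.01 between genes, placed the list above the other genes (adjusted p = 2.72e-06 over 20 list tests). For V2, 44 of 58 genes lay above 0, the median log2 fold change was 0.11, and camera gave an adjusted p = 1.69e-05. Neither call held when the correlation between genes was estimated from these libraries (0.274 for V1 and 0.251 for V2, unadjusted). Nor did they hold in fry, a rotation test, which gave 0.150 and 0.120, unadjusted. With 4 libraries the estimate of the correlation is imprecise, so the first of these tests has little power.

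The median of V1 differed by 0.093 on the log2 scale between the 2 TFAP2C KD libraries and by 0.024 between the 2 control libraries. The rise of V1 was therefore smaller than the difference between the knockdown replicates, while the rise of V2 was slightly larger than the corresponding 0.0928. Each of the 4 pairings of a TFAP2C KD library with a control library gave a median above 0 for both lists. Without TFAP2C KD replicate 1, the medians were 0.042 for V1 and 0.069 for V2, and without control siRNA replicate 2, the median of V1 was 0.046. No V1 gene had an adjusted p under 0.05, either over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there were 23 that rose and 3 that fell. In V2, 1 gene passed over all genes, and 1 adjusted over the list alone. This was HK2 (chromosome 2, 74833981 to 74893359), with a log2 fold change of 0.50 (standard error 0.076, adjusted p = 0.0113).

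In a preranked GSEA with genes ordered by the signed square root of the F statistic, the normalized enrichment score (NES) was 2.69 for V1 (p = 0.000270, permutation of genes). It was 2.58 for V2 (p = 0.000235, permutation of genes). Each p is the smallest these permutations could give. With genes ordered by the signal-to-noise ratio of log2 CPM instead, the NES of V1 fell to 1.24 (p = 0.0295, permutation of genes). That of V2 was 0.978 and no longer past the threshold. In this ratio the SD of a group was at least 0.2 times its mean log2 CPM, a floor that rises with expression level. On unlogged CPM, chosen after the data were seen, the ratio gave 2.24 for V1 and 2.10 for V2 (p = 0.00129 and p = 0.000446, permutation of genes). Ordered by log2 fold change, the NES was 2.13 for V1 and 2.01 for V2. Without TFAP2C KD replicate 1, that ranking gave 1.44 for V1 and 1.26 for V2. MYC (chromosome 8, 127735434 to 127742950) had 514 ± 23.6 CPM (SD, n = 2) with control siRNA and 599 ± 27.2 CPM (SD, n = 2) in TFAP2C KD. Its log2 fold change of 0.22 (standard error 0.070) was not past the threshold (adjusted p = 0.215, edgeR). From the enrichment of the Myc gene sets in GSEA, the paper reasons that genes that depend on Myc rise when TFAP2C is lost.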

TFAP2C KD increased Myc-dependent gene expression as shown by Gene Set Enrichment Analysis (GSEA) (Fig. 5E). These effects are opposite to UBA2 KD that increase TFAP2C binding to the chromatin; GSEA of mRNA seq data from control and UBA2 KD cells showed a significant reduction in enrichment for Myc-dependent gene expression with UBA2 KD (Fig. 5F). Together, these results support the finding that SUMOylation inhibition enhances TFAP2C binding and deacetylation of selective enhancers to regulate gene expression.

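In the mRNA-seq of UBA2 KD, HCT116 cells carried a doxycycline-inducible shRNA against UBA2, also named SAE2. They were treated with 1 μg/mL of Dox for 5 days or kept without Dox, with 2 replicates of each group. The authors deposited read counts for 23393 genes, without normalization and with gene positions of hg19. The 2 control libraries held 18632770 and 20607813 counts, and the 2 libraries labelled UBA2 KD held 18213739 and 18760501. The table lists no mitochondrial genes. The same filter, scaling and test as for TFAP2C KD were applied to these 4 libraries alone, and 13381 genes were tested.

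UBA2 (chromosome 19, 34919268 to 34960798) had 154 ± 10.8 CPM (SD, n = 2) in the control libraries and 150.0 ± 4.39 CPM (SD, n = 2) in the libraries labelled UBA2 KD. The log2 fold change was -0.036 (standard error 0.056, adjusted p = 0.766, edgeR), which is smaller than the difference between the control replicates. Its 95% confidence interval, from -0.15 to 0.078, allows a fall of at most 9.87%. Leaving out each library in turn gave values from -0.106 to 0.037, with the sign changing when control replicate 1 was left out (0.037). A fall of UBA2 mRNA was thus not detectable in these libraries, and they are called the libraries labelled UBA2 KD here. The paper shows reduced Uba2 protein after Dox treatment in Fig. 1B.

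Between the groups, 1336 genes differed at an adjusted p under 0.05, of which 738 were higher and 598 lower in the libraries labelled UBA2 KD. Of these, 20 rose and 33 fell at least 2-fold. The Wald test of DESeq2 called 673 genes, the largest shift among the alternatives, and at 2-fold it gave 12 that rose and 7 that fell. With library size in place of TMM, 16 rose and 42 fell at 2-fold, so the balance of directions depends on these choices. For 51.3% of genes the groups did not overlap. The largest rises were in CHAC1, LURAP1L and UPP1, with log2 fold changes of 2.03, 1.55 and 1.36. CHAC1 (chromosome 15, 41245636 to 41248717) rose from 8.83 ± 1.00 to 36.3 ± 4.37 CPM (SD, n = 2 each, adjusted p = 1.32e-15). PPFIA4, ALDOC and MIR210HG fell furthest, with log2 fold changes of -1.49, -1.37 and -1.34 and the highest adjusted p = 9.17e-06 for MIR210HG.

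**Figure D1:**
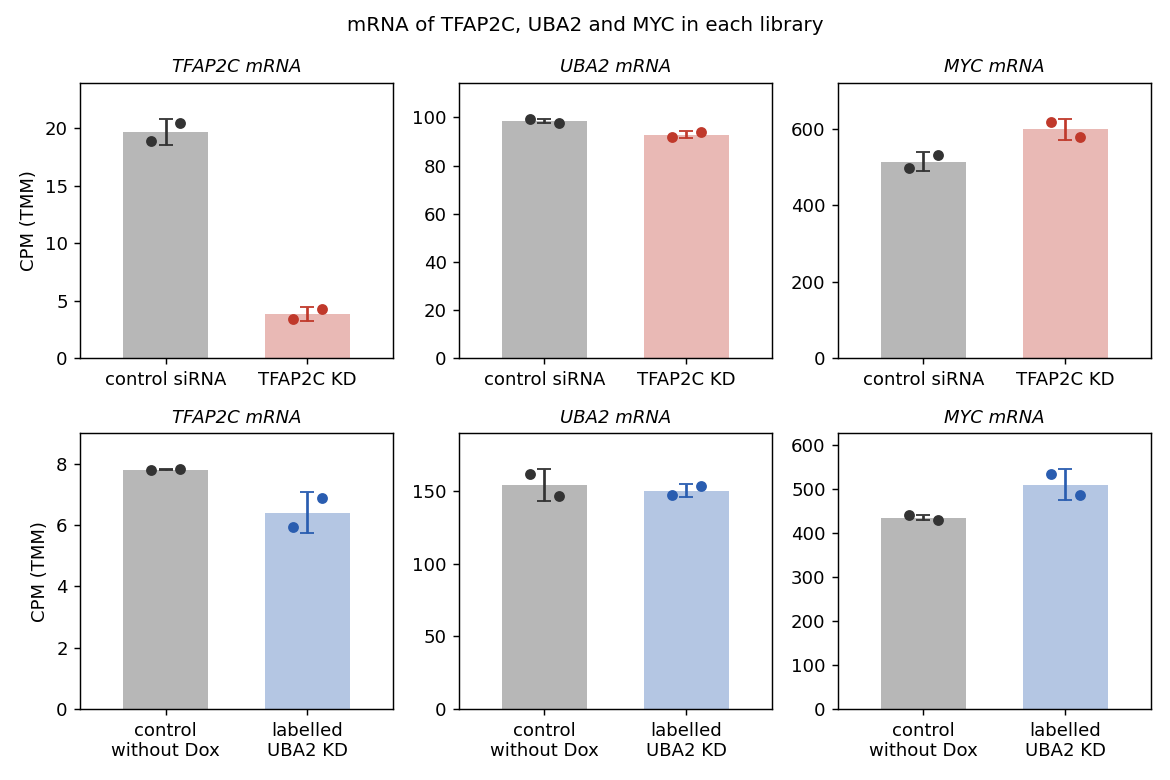
CPM of TFAP2C, UBA2 and MYC in each library, with the TFAP2C KD experiment and the libraries labelled UBA2 KD in separate panels. Bars are means, error bars are SD and points are the 2 libraries of each group. TFAP2C falls in TFAP2C KD, while UBA2 stays near its control level in the libraries labelled UBA2 KD, at 147 and 153 CPM.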

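In UBA2 KD as labelled, 199 of the 200 V1 genes were tested, and EIF4A1 is not listed in the table. Of these, 75 had a log2 fold change above 0, and the median was -0.015. Camera did not place the list apart from the other genes (adjusted p = 0.720, limma). The 4 pairings of a labelled library with a control library gave medians from -0.020 to 0.0014, so their direction was not the same in each. For V2, 32 of 58 genes lay above 0, and the median was 0.0084 (adjusted p = 0.693, limma). Without replicate 1 of the libraries labelled UBA2 KD, the median was -0.0034 for V1 and -0.0037 for V2. Without replicate 2, that of V1 was -0.025. With library size in place of TMM, the medians were -0.041 for V1 and -0.0175 for V2. The median of all genes then moved too, from -0.00042 to -0.026. Fry gave unadjusted values of 0.885 for V1 and 0.403 for V2, and an estimated correlation gave 0.843 and 0.747.

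The NES was 0.956 for V1 (p = 0.558, permutation of genes) and 1.09 for V2 (p = 0.316, permutation of genes). With library size in place of TMM, it was -1.18 for V1 and -0.839 for V2. With genes ordered by log2 fold change, the NES was 0.456 for V1 and 0.700 for V2. In that ranking, the NES of V1 was -0.601 without replicate 2 of the labelled libraries. That of V2 was -0.336 without control replicate 1. Among V1 genes, 13 were higher and 9 lower at an adjusted p under 0.05, and among V2 genes 3 were higher and 3 lower. Adjusted over the list alone, 23 genes of V1 and 6 of V2 passed. By log2 fold change, LDHA at -0.21 (adjusted p = 0.000501) and HSPE1 at -0.23 (adjusted p = 0.0300) had the largest falls in V1 among genes that passed with both labelled libraries below both controls. Larger in size were the rises of IFRD1 at 0.61 and XPOT at 0.53 in V1. RRP12 in V2 rose by 0.33 (standard error 0.054, adjusted p = 4.63e-05).

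MYC itself (chromosome 8, 128747765 to 128753680 on hg19) had 435 ± 6.67 CPM (SD, n = 2) in the control libraries and 510.4 ± 34.5 CPM (SD, n = 2) in the libraries labelled UBA2 KD. The log2 fold change was 0.23 (standard error 0.047, adjusted p = 0.000895, edgeR), and it stayed between 0.16 and 0.30 with each library left out. The direction of these values is that of the labels, in which UBA2 mRNA itself did not fall. The paper reads its own GSEA of UBA2 KD as a reduction of Myc-dependent expression, opposite to TFAP2C KD (Fig. 5F).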

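The difference between the knockdowns was tested in a fit of all 8 libraries over 13179 genes, as the change in TFAP2C KD less the change in the libraries labelled UBA2 KD. The median difference was 0.055 on the log2 scale for V1 (adjusted p = 0.00152 over 3 lists, camera of limma). For V2 it was also 0.055 (adjusted p = 0.00905, limma). Neither difference held with an estimated correlation between genes, which gave 0.292 and 0.328, or in fry, which gave 0.0963 and 0.122, all unadjusted. The change of MYC mRNA did not differ between the experiments, with a difference of -0.022 (standard error 0.084, adjusted p = 0.951, edgeR). Since the experiments were sequenced and counted separately, a difference in how the cells were handled is part of these values.

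Across the 12158 genes tested in both experiments, the log2 fold changes had a Pearson correlation of 0.185 and a Spearman correlation of 0.162. Genes are not independent replicates, so no p is given for these. Over the 16 combinations of single-library comparisons, the Pearson correlation ranged from 0.066 to 0.189. Of the genes past the threshold, 39 passed in both experiments, where 11.0 would be expected by chance. Of these, 33 changed in the same direction and 6 in opposite directions. Within V1, 89 genes rose in TFAP2C KD and fell in the libraries labelled UBA2 KD, and 60 rose in both. Within V2, these numbers were 18 and 26.

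**Figure D2:**
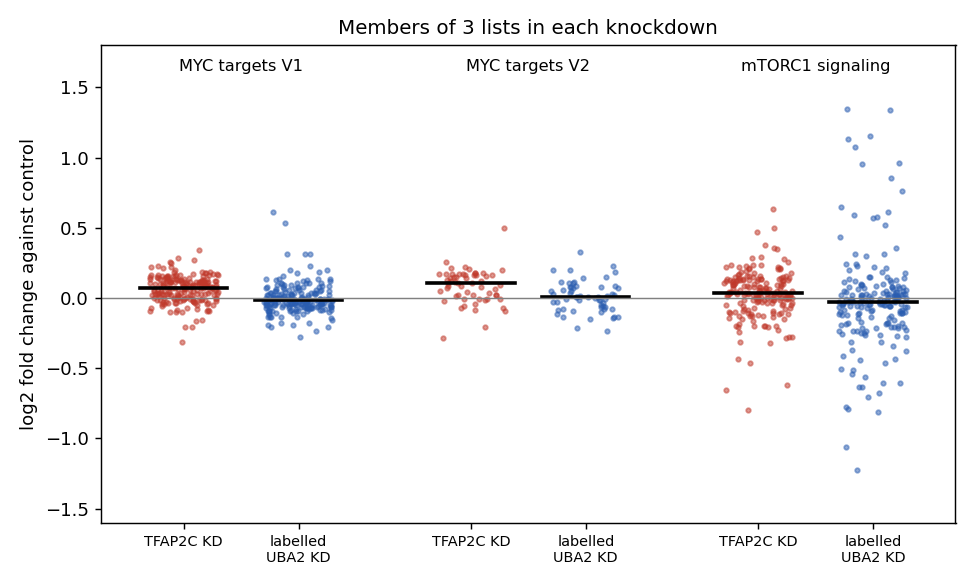
Log2 fold change of each gene of MYC targets V1, MYC targets V2 and mTORC1 signaling in TFAP2C KD and in the libraries labelled UBA2 KD. Points are genes and black lines are medians. The medians of V1 and V2 are 0.074 and 0.11 in TFAP2C KD and -0.015 and 0.0084 in the libraries labelled UBA2 KD, within a far wider scatter of the genes.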

## DISCUSSION

In this study, we show that SUMOylation regulates enhancer marks. To rule out potential off-target effects of shRNA, we validated our findings using a highly specific and potent clinical stage SUMOylation inhibitor (30). In addition, to rule out the role of SUMOylation in regulating H3K27Ac marks in promoter regions that was previously investigated (36), we specifically analyzed distal enhancers and inhibiting SUMOylation reduces H3K27Ac in most distal enhancers. This effect is linked to enhanced TFAP2C binding to the enhancer regions upon SUMOylation inhibition. We have shown that TFAP2C binding to enhancers was not affected by its own SUMOylation, but likely regulated by SUMOylation of TFAP2C interacting proteins.

TFAP2C has been found to regulate enhancer elements in gene expression programs maintaining pluripotency (13, 37), germline formation (14) and oncogenesis (15); however, TFAP2C’s interactome on the chromatin has not been reported previously. Therefore, we carried out a proteomics analysis of TFAP2C interactome on the chromatin by proteomics. The TFAP2C interactome on the chromatin with and without UBA2 KD are similar, with similar functional enrichment and PPI interaction networks (Fig. 4, Supplemental Fig. 2 and Table S4). A validation of our proteomic approach is the identification of other TFAP2 family members in the TFAP2C interactome. This is consistent with previous findings that TFAP2 family members form heterodimers with one another in driving gene expression (12). Among the TFAP2C interacting proteins that are reproducibly identified from two conditions, with and without UBA2 KD, are histone deacetylases HDAC1 and HDAC2 and their interacting proteins (Fig. 4C). The association between TFAP2C and HDAC is validated by our analysis using the MYC SE and Myc-driven gene expression programs (Fig. 5). Knockdown of TFAP2C reduced HDAC1 binding to the MYC enhancer and increased the H3K27Ac mark, suggesting that TFAP2C is critically involved in increasing HDAC binding to this enhancer. This finding is consistent with previous report that TFAP2C binding to the MYC SE suppresses MYC expression (34). The association of TFAP2C with RNA slicing complexes has not been previously reported and requires future investigations.

The link between SUMOylation and TFAP2C uncovered in this study provides an understanding of the reported opposing functions of TFAP2C and SUMOylation. Loss of TFAP2C induces epithelial-to-mesenchymal transition (EMT) (15) and overexpression of TFAP2C prevented breast cancer metastasis (16). In contrast, high expression of SUMOylation enzymes correlates to poor prognosis in cancer patients (17, 18, 38, 39). Besides cancer, both TFAP2C and SUMOylation were found to play important roles in maintaining pluripotent stem cell state. TFAP2C promotes reprogramming of somatic cells to iPSCs (35), while inhibition of SUMOylation promotes cell reprogramming to pluripotent state (40, 41).

One limitation of our study is that we did not define a specific mechanism that regulates TFAP2C binding to the chromatin in a SUMOylation-dependent manner. It is possible that SUMOylation of a protein (or proteins) in the HDAC complex hinders interaction with TFAP2C; thus, inhibition of SUMOylation promotes TFAP2C interactions with HDAC complexes that enhances TFAP2C binding to the chromatin due to HDAC’s own chromatin-binding activity. Because most proteins identified in the TFAP2C interacting HDAC PPI network are SUMOylation substrates, it would take considerable effort to identify the specific SUMOylated protein in this regulation and thus beyond the scope of the current study. None-the-less, our studies suggest a potential role of SUMOylation of HDAC PPI interacting network proteins in controlling their recruitment to enhancers.

In summary, we discovered that SUMOylation regulates H3K27Ac marks of many distal enhancers and SEs, at least in part, through TFAP2C recruiting HDAC complexes to enhancers (Fig. 6). Because of heterodimerization of TFAP2 (AP-2) family of proteins (12), our findings may have implications for other AP-2 members.

## Figures and Tables

**Figure 1:**
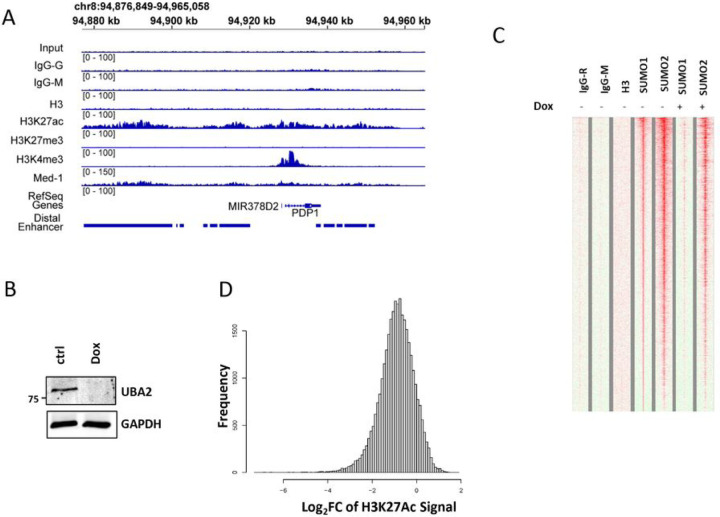
SUMOylation regulates H3K27Ac enhancer marks and TFAP2C binding to enhancers. A) Histone marks at enhancers at a representative locus. B) Western blot analysis of Uba2 protein in whole cell extract. GAPDH was used as a loading control. C) ChIP-seq data of SUMO1 and SUMO2/3 peaks with and without UBA2 KD by adding Dox. D) Enhancer peaks responsive to UBA2 KD and most of these enhancer peaks were down regulated upon UBA2 KD.

**Figure 2:**
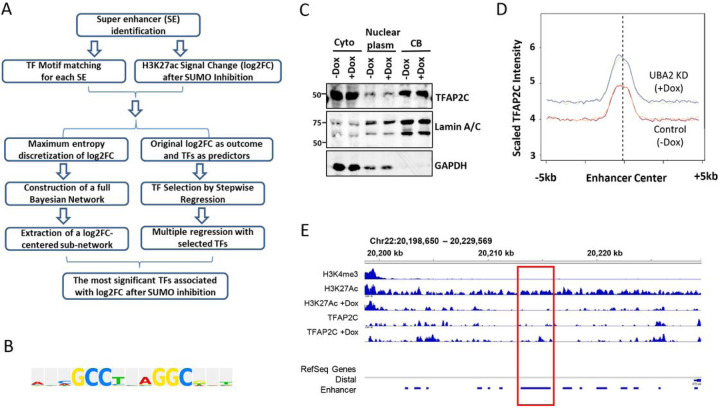
SUMOylation regulates TFAP2C occupancy at enhancers. A) Bioinformatics analysis workflow of the multivariate analysis using BNs and stepwise regression methods to identify candidate DNA-binding proteins including transcription factors (TF). B) TFAP2C binding motif is enriched in the enhancers whose H2K27ac mark is reduced by UBA2 KD. C) Western blot analysis of TFAP2C in sub-cellular fractions (lower panel) in control and UBA2 KD cells. GAPDH and LaminA/C were used as cellular compartment markers and loading controls. “Cyto”, cytoplasmic; CB, chromatin-bound fraction. D) Average ChIP-seq signal for TFAP2C with or without UBA2 KD in a 10 kb window around enhancers. The read coverage at 100 bp bins within the SE center +/−5kb in UBA2KD and control samples were counted and scaled by the total aligned reads. The average coverage across all the enhancers was then calculated and plotted. Light and dark blue lines correspond to biological duplicates with Dox-induced UBA2 KD. Orange and red lines correspond to biological duplicates without Dox-induced UBA2 KD. E) A representative distal enhancer region showing H3K4me3 peaks, H3K27Ac peaks, and TFAP2C peaks with and without Dox-induced UBA2 KD. The region highlighted in red shows H2K27Ac peak reduction and TFAP2C peak increase upon UBA2 KD.

**Figure 3:**
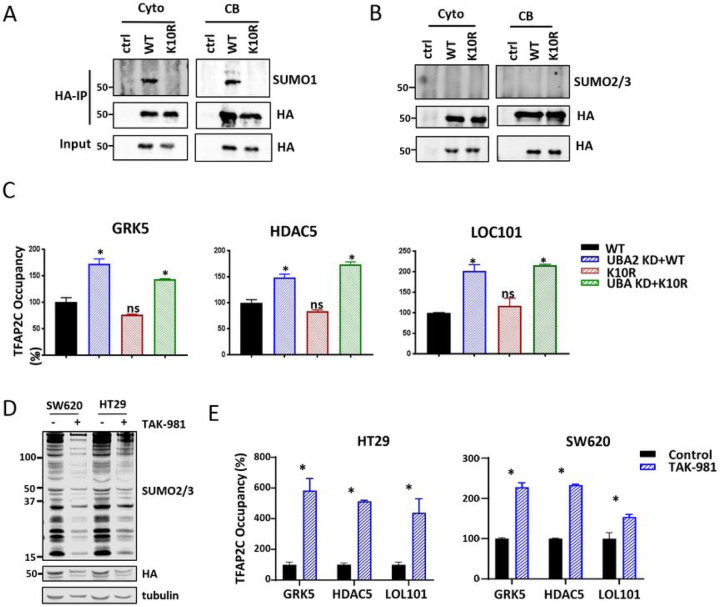
SUMOylation of TFAP2C itself does not affect its chromatin binding. A, B) Western blot analysis of HA-TFAP2C wild-type and SUMOylation deficient mutant K10R modifications by SUMO1 (A) and SUMO2–3 (B) in cytoplasmic (Cyto) and chromatin-bound (CB) fractions. C) ChIP analysis of HA-TFAP2C and HA-TFAP2C K10R occupancy at selected SE regions in HCT116 cells overexpressing HA-TFAP2C with and without UBA2 KD. ChIP signal was initially normalized to 2% input and depicted as fold change of the HA-TFAP2C wildtype ChIP signal in control cells. Each average value ± standard deviation was calculated from triplicate qPCR reactions per one representative experiment out of two independent experiments. *p* values were calculated by t-test analysis for statistically significant differences. *p* values equal to or less than 0.05 is indicated with an asterisk (*). D) SUMOylation inhibition by the SUMO E1 inhibitor TAK-981 (100 nM) was investigated in HT29 and SW260 cells expressing HA-TFAP2C. Global SUMO2 and 3 modifications were detected by western blot with an anti-SUMO2 and 3 antibody. Tubulin was used as a loading control. E) ChIP analysis of HA-TFAP2C occupancy at selected SE regions in HT29 and SW620 cells expressing HA-TFAP2C with and without SUMOylation inhibition by TAK-981. ChIP signal was initially normalized to 2% input and depicted as fold change of the HA-TFAP2C normalized signal in control cells. Each average value ± standard deviation was calculated from triplicate qPCR reactions with one representative experiment out of two shown. *p* values were calculated by t-test analysis for statistically significant differences. *p* values equal to or less than 0.05 are indicated with an asterisk (*).

**Figure 4:**
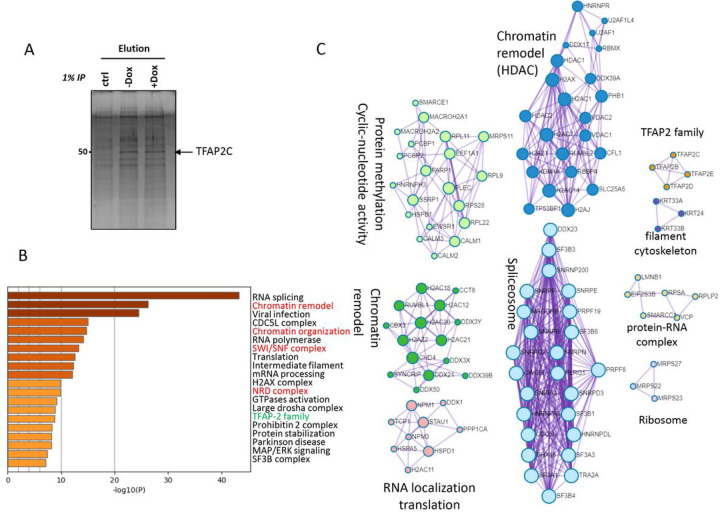
Profiling TFAP2C interacting proteins by proteomics approach. A) HA-TFAP2C was purified from the chromatin bound fractions of the HA-TFAP2C expressing control and UBA2 knockdown HCT116 cells using anti-HA agarose beads. HA-immunoprecipitation from un-transfected cells served as the negative control to eliminate non-specific proteins. Proteins were eluted and analyzed by SDS-PAGE. The gel was silver stained. The arrow indicates the HA-TFAP2C bands. Proteins were analyzed by mass spectrometry. B) Functional enrichment of TFAP2C interactome from analysis using Metascape (31). C) The PPI networks of TFAP2C interactome from analysis using Metascape. The color of the circles refers to molecular complex detection (MCODE) clusters and are labeled accordingly.

**Figure 5:**
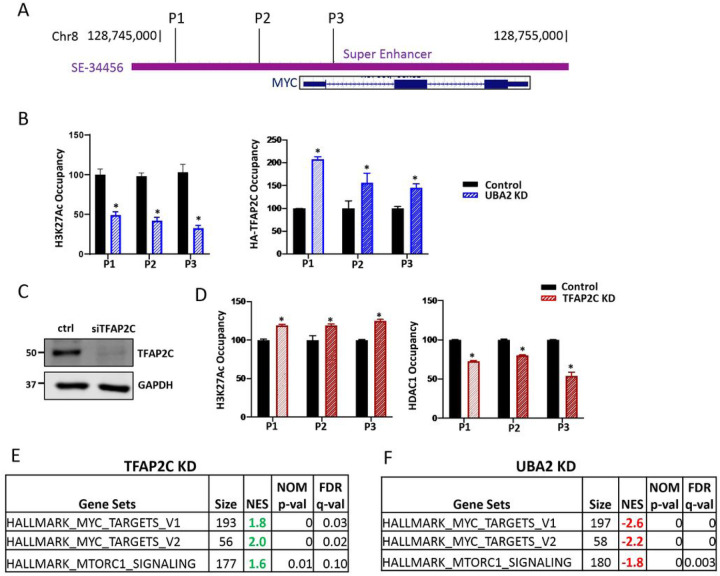
TFAP2C participates in recruiting HDAC complexes. A) Location of the MYC SE (SE-34456, purple) and MYC coding sequence (blue) as shown by UCSC Genome Browser. The positions of the three probes, P1, P2 and P3, used for ChIP-PCR are indicated. B) ChIP analysis of H3K27Ac enrichment at MYC super enhancer with and without UBA2 KD. C) Western blot analysis showing efficient TFAP2C KD following 48 hrs of siRNA targeting TFAP2C coding region. GAPDH was used as a loading control. D) H3K27Ac (left panel) and HDAC1 (right panel) enrichment at MYC super enhancer with and without UBA2 KD. ChIP signal was initially normalized to 2% input and depicted as fold change of the ChIP signal in control cells. Each average value ± standard deviation was calculated from triplicate qPCR reactions with one representative experiment out of three independent experiments shown. *p* values were calculated by t-test analysis for statistically significant differences. *p* values equal to or less than 0.05 is indicated with an asterisk (*). E) GSEA analysis mRNA-seq data obtained from control and TFAP2C knockdown cells. F) GSEA analysis mRNA-seq data obtained from control and SAE2 knockdown cells.

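In the GRCh37 annotation, which shares its coordinates with hg19, the MANE Select transcript of MYC lies on the plus strand of chromosome 8 from 128748477 to 128755197. Its exons span 128748477 to 128748869, 128750494 to 128751265 and 128752642 to 128755197. The center of P1 at 128745443 is 3034 bp upstream of the transcript start, and the center of P2 at 128747286 is 1191 bp upstream. P3, centered at 128749112, lies in intron 1 of MYC, 635 bp inside the transcript. These distances hold for this transcript. The deposited counts of UBA2 KD place the start of MYC further upstream, nearer to P2.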

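The set mTORC1 signaling was followed as a list of 200 genes, of which 192 were tested in TFAP2C KD. Above 0 were 122 of these, with a median log2 fold change of 0.033 (adjusted p = 0.00422, camera of limma). With an estimated correlation between genes the test gave 0.159, and in fry 0.0632, both unadjusted, so the call did not hold under either. Between the 2 TFAP2C KD libraries the median differed by 0.027, slightly less than the rise itself. Without TFAP2C KD replicate 2 the median was 0.065. The NES was 2.10 (p = 0.000270, permutation of genes, the smallest these could give), but it was -0.645 with genes ordered by the signal-to-noise ratio of log2 CPM. On unlogged CPM, chosen after the data were seen, that ratio gave 1.39. With library size only it gave 1.17, no longer past the threshold. Ordered by log2 fold change, the NES was 1.21, and from 0.814 to 1.23 with each library left out. At an adjusted p under 0.05, 4 genes of the list rose and 1 fell, and adjusted over the list alone 8 passed.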

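Of the mTORC1 list, 190 genes were tested in the libraries labelled UBA2 KD, of which 83 lay above 0, and the median log2 fold change was -0.027 (adjusted p = 0.720, camera of limma). Single genes of this list changed in both directions, with 27 higher and 46 lower at an adjusted p under 0.05, and 82 adjusted over the list alone. The median was -0.012 without replicate 1 of the labelled libraries. The NES was 1.55 (p = 0.00245, permutation of genes), while genes ordered by log2 fold change gave -1.08 and library size in place of TMM gave -1.64. Ordered by log2 fold change with a library left out, it ranged from -1.08 without control replicate 2 to 1.22, with -0.995 without replicate 2 of the labelled libraries, so its direction rested on these choices. The difference of the list between the knockdowns was 0.086 (adjusted p = 0.00686 over 3 lists, limma). Fry gave 0.0105 for this difference and an estimated correlation 0.0673, both unadjusted.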

**Figure 6:**
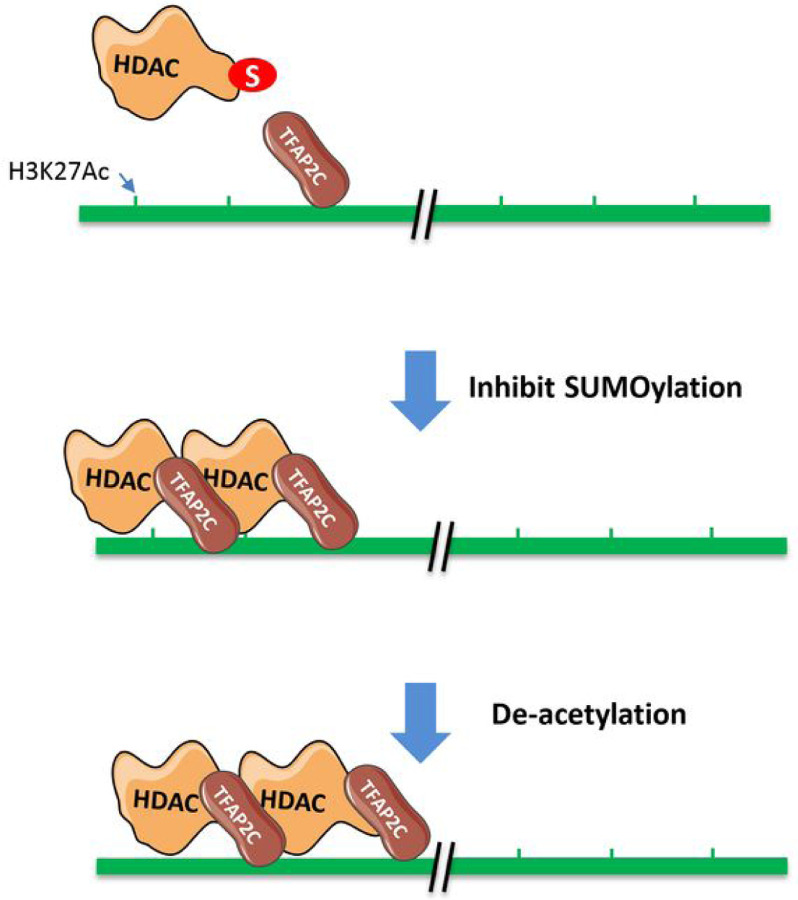
A schematic illustration summarizing our data regarding how SUMOylation regulates H3K27ac in distal enhancers.

## Data Availability

ChIP-seq data and RNA-seq data have been deposited in the GEO database with accession number GSE171817. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (42) partner repository with the dataset identifier PXD045644.

How the deposited data were processed for this re-analysis (not part of the article)

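mRNA-seq was analysed for 8 libraries of HCT116 cells in 4 groups of 2 replicates. These are control siRNA and TFAP2C KD, and cells with an inducible shRNA against UBA2 without Dox and with 1 μg/mL of Dox for 5 days. The time of 48 hrs for the siRNA was taken from the legend of the western blot in Fig. 5C. The groups and replicates were taken from the sample labels and the paper. The labels describe the cells without Dox as given vehicle. The ChIP-seq and proteomics experiments were not analysed here.

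The authors aligned single-end reads with Tophat2 to hg19, counted them on RefSeq genes with HTseq, and deposited a table of read counts per gene for each experiment, without normalization. The version and strand setting of HTseq are not named in the paper's text. The table of TFAP2C KD lists 42125 genes with positions of GRCh38 and gene types of Ensembl, which differs from the methods. That of UBA2 KD lists 23393 genes with positions of hg19. The tables were therefore analysed separately, and each gene was used by the symbol the table gives. Each symbol appears once in a table, so no rows were summed. The table of TFAP2C KD has 37 mitochondrial genes, which took from 9.79% to 9.96% of the counts, and that of UBA2 KD has 0. The 10 genes with the most counts took 9.54% to 9.68% of the counts in the former and 3.54% to 3.62% in the latter. All count columns belonged to a sample.

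Total counts lay between 20785035 and 24465109 in TFAP2C KD and its control, and between 18213739 and 20607813 in UBA2 KD and its control. At these depths the biological coefficient of variation was 6.28% in the former and 3.56% in the latter, as estimated by edgeR. With 2 libraries in each group, rank tests and label permutation tests on single genes cannot pass a threshold of 0.05. Tests were therefore made with a model fitted across all genes.

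In R 4.3.3, genes were filtered with filterByExpr of edgeR 4.0.16, library sizes were scaled by TMM, and each knockdown was compared with its own control by the quasi-likelihood test. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as differentially expressed. Values per library are given as CPM. Standard errors were taken from the log2 fold change and its F statistic. All tests are two-sided. The genes named are those the paper names, the 3 with the largest rise and the 3 with the largest fall in each knockdown, and the 2 genes of each MYC list with the largest change in the list's direction. They had to have an adjusted p under 0.05, a mean log2 CPM of at least 1 and both knockdown libraries beyond both controls, and this rule was set before the data were examined. Genes that the paper names were exempt from these conditions. IFRD1 and XPOT are named outside this rule, after their values had been seen.

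Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with adjustment over 10 lists in 2 knockdowns, 20 tests in all. Camera with an estimated correlation and fry were run beside it. The former has little power with 4 libraries in an experiment and was not run on simulated data. Of the 10 lists, 3 follow the hallmark sets in Fig. 5E and 5F, and 7 hold genes of the interferon response, mesenchymal and epithelial cells, the cell cycle, p53 targets, the SUMO pathway and ribosomal proteins. All were written from general knowledge before the data were examined and were not checked against mSigDB. TOMM40 and TGFB1 are not listed in the table of TFAP2C KD, nor is EIF4A1 in that of UBA2 KD. The lists of amino acid and stress response genes and of sterol synthesis genes were added after the genes with the largest changes had been seen. Preranked GSEA was run with fgsea 1.28.0 and 10000 permutations of genes. A fit of all 8 libraries tested whether a list changed differently in the knockdowns, over genes of the 21257 symbols that the tables share.

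The alternatives were DESeq2 size factors and library size only in place of TMM, the Wald test of DESeq2 1.42.0, no filter and a minimum of 10 counts in every library, the replicate number as a block, all 8 libraries in the same fit, each library left out in turn, other rankings for GSEA and lists without overlapping genes. Trends of the test statistics with expression level, gene length and GC content were removed by a spline with 5 degrees of freedom before camera was repeated.

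The code was tested on simulated data, drawn 10 times for each experiment with 200 genes changed by a log2 fold change of 1. On 14806 to 14833 genes for TFAP2C KD and 13277 to 13294 for UBA2 KD, 98.4% of the changed genes were recovered in both. False calls averaged 5.45% (range 2.48% to 12.7%) for TFAP2C KD and 3.68% (range 1.02% to 8.37%) for UBA2 KD. In simulated data of 14814 and 13292 genes, a list shifted by 0.1 on the log2 scale gave camera values of 2.84e-06 and 3.55e-06. Of 200 unchanged lists, 0 fell under 0.05 in camera, and 4.5% and 6.5% did in fry. The simulated genes vary independently, unlike genes in cells. In a simulated fit of all 8 libraries over 13103 genes, the difference of a list shifted by 0.1 gave 5.84e-07.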

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

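Of 14 tests on lists outside the sets the paper reports, 9 had a camera adjusted p under 0.05 over 20 tests, 5 in TFAP2C KD and 4 in the libraries labelled UBA2 KD. None of the 20 list tests had a fry adjusted p under 0.05. These lists drew attention as a signal in genes the paper does not discuss. Removal of trends was followed by camera across genes, and the values given for it are unadjusted. In the libraries labelled UBA2 KD, the trends with gene length and GC content held 0.0306% and 0.147% of the variance of the statistics. Their removal therefore moved almost nothing. Trends this small across all genes argue against either as the cause of a list's shift there. A limit of 1% for calling a trend this small was set only after the values were seen. The tests of replicate variation for the interferon and epithelial genes in the libraries labelled UBA2 KD, and the question of the siRNA, were chosen only after the result was seen.

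The p53 target genes rose in TFAP2C KD by a median log2 fold change of 0.19, with 21 of 24 genes above 0 and 2 genes higher at an adjusted p under 0.05. Camera gave an adjusted p = 1.13e-10, and the 4 pairings of a knockdown with a control library gave medians from 0.18 to 0.21. The fry adjusted p = 0.0550 (limma) did not pass, and the estimated correlation gave 0.0167 unadjusted. Replicates of a group differed by at most 0.025, less than the rise. After removal of the trend with expression level, gene length or GC content, camera gave 2.06e-10, 5.13e-12 and 2.20e-12, so none of these trends is the whole cause. In the libraries labelled UBA2 KD the list had a median of -0.056 and no call (adjusted p = 0.286, limma). The difference between the experiments was 0.24 (adjusted p = 0.00220 over 10 lists, limma), and fry gave 0.00285 for it, unadjusted. A response to the siRNA other than through TFAP2C cannot be told apart from an effect of TFAP2C loss for the rise of 0.187, since TFAP2C KD is a single siRNA condition here. A p53 response to TFAP2C loss stays open as a hypothesis.

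Ribosomal protein genes rose in TFAP2C KD by a median of 0.098, with 70 of 77 genes above 0 (adjusted p = 3.05e-08, camera of limma), while fry gave 0.164 and the estimated correlation 0.325, both unadjusted. The values after removal of the trends were 0.000269 for expression level, 9.92e-08 for gene length and 1.26e-07 for GC content. The median differed by 0.100 between the 2 TFAP2C KD libraries, as much as between the groups, so variation between replicates may account for the rise. Reads shared with pseudogenes of these genes were not examined.

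Interferon response genes fell in TFAP2C KD, with a median of -0.10 (-0.101) and 13 of 49 genes above 0 (adjusted p = 0.00802, limma). Fry gave 0.0142 and the estimated correlation 0.0698, both unadjusted. All 4 pairings were below 0, and replicates differed by at most 0.021. Removal of the trends left camera at 0.000718 for expression level, 0.00147 for gene length and 0.00208 for GC content. The values after removal argue against the trends as the whole cause. Replicates differed by less than the fall, but the fry adjusted p = 0.142 (limma) did not pass, so replicate variation was not excluded. A response to the siRNA itself was not separated from TFAP2C loss.

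Epithelial genes had a median of 0.017 in TFAP2C KD (16 of 26 genes above 0, adjusted p = 0.0160, limma), and cell cycle genes a median of 0.042 (33 of 53 above 0, adjusted p = 0.0460, limma). Fry gave 0.288 and 0.469, and the estimated correlation 0.383 and 0.555, all unadjusted. After removal of the trend with expression level, camera gave 0.146 and 0.174, so this trend may account for both. Removal of the trends with gene length and GC content left 0.0121 and 0.0256 for epithelial genes and 0.0393 and 0.0279 for cell cycle genes. The replicates of a group differed by 0.085 and 0.118, more than the groups did, so variation between replicates stays open too. Of the 4 pairings, 3 were above 0 for each list.

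Cell cycle genes fell in the libraries labelled UBA2 KD by a median of -0.066, with 14 of 53 above 0, 9 lower and 1 higher at an adjusted p under 0.05 (camera adjusted p = 0.00422, limma). Fry gave 0.0300 and the estimated correlation 0.121, both unadjusted. Camera gave 2.34e-06, 0.000795 and 0.000688 after removal of the trends with expression level, gene length and GC content. Replicates of a group differed by at most 0.017. The trend with expression level is therefore not the whole cause. The values for gene length and GC content, and the small variance of those trends, argue against them too. Replicates differed by less than the fall, but with 2 libraries in each group this is not a test. The fry adjusted p = 0.150 (limma) did not pass, so replicate variation was not excluded. The cell cycle list differed between the experiments by 0.082 (adjusted p = 0.00220 over 10 lists, limma), but fry gave 0.128 for this, unadjusted.

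Interferon response genes had a median of -0.11 (-0.109) in the libraries labelled UBA2 KD, with 12 of 37 above 0 (adjusted p = 0.0335, limma). Fry gave 0.0233 and the estimated correlation 0.188, both unadjusted. After removal of the trends, camera gave 0.0475 for expression level, 0.0182 for gene length and 0.0179 for GC content, and replicates differed by at most 0.048. The value for expression level is close to the threshold, and a contribution of that trend may remain. The values for gene length and GC content, and the small variance of those trends, argue against them.

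Ribosomal protein genes rose by 0.056 in the same libraries, with 61 of 76 above 0 (adjusted p = 0.00449, limma), while fry gave 0.115 and the estimated correlation 0.361, both unadjusted. Epithelial genes rose by 0.082, with 18 of 26 above 0 (adjusted p = 0.0444, limma), while fry gave 0.0605 and the estimated correlation 0.288, both unadjusted. The trend with expression level may account for both, since its removal left camera at 0.0744 and 0.115. Removal of the trend with gene length left 0.00164 for ribosomal protein genes and 0.0182 for epithelial genes. Removal of that with GC content left 0.00153 and 0.0175. These values, and the small variance of both trends, argue against either as the cause. Replicates differed by 0.039 and 0.031, less than the groups. For all 4 lists in these libraries, a response to Dox and an effect of UBA2 loss were not separated, and UBA2 mRNA did not fall.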

How the results depend on the processing

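The alternatives were set before the data were examined, except where stated. Among values with a test, 13 became weaker and 11 changed sign. A further 34, which are counts or values without a test, moved beyond 1.5 times the count or beyond the spread between replicates, and the other 231 did neither. Values without a test changed sign too when a library was left out, all in the libraries labelled UBA2 KD. The NES with a library left out were compared with a value of another ranking, so part of their shift is that of the ranking.

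The number of differentially expressed genes in TFAP2C KD was 111. It was 398 with no filter, where 24781 genes were tested and the 111 genes were all called. It was 271 in a fit of all 8 libraries, which shares the spread between experiments, with 108 of the 111 genes among them. The cause of the rise without a filter was not tested. At 2-fold, 25 genes passed with no filter and 6 with the Wald test of DESeq2, against 10. The 6 were 5 higher and 1 lower. Among all calls in TFAP2C KD, 35.1% were higher. This share ranged from 27.1% with library size only (23 higher, 62 lower) to 45.6% with the Wald test (52 higher, 62 lower). In the libraries labelled UBA2 KD, the Wald test called 673 genes and the fit of all 8 libraries 696, against 1336, and all 673 and 693 of the 696 were among the 1336. At 2-fold, the Wald test called 19 against 53. The cause was not tested. With library size in place of TMM, 588 genes were higher and 805 lower there, 42.2% higher against 55.2%, so the balance of the directions depends on the normalization.

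The replicate numbers are shared between the groups. Same-numbered libraries deviated from their group means with a correlation of -0.139 in TFAP2C KD and 0.074 in the libraries labelled UBA2 KD, so the numbers do not pair the libraries. With the replicate number as a block, 172 genes were called in TFAP2C KD, 108 of them among the 111, and 1308 in the libraries labelled UBA2 KD. The block changed no call of V1, V2 or mTORC1, and it was not run for the other lists. Crossed pairs in TFAP2C KD, chosen after seeing the data, called 467 genes.

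The list medians in TFAP2C KD were past the threshold of camera under every other alternative with a test, but not under fry or an estimated correlation (V1 0.074, V2 0.11, mTORC1 0.033). The same holds for the differences between the experiments of V1 and V2 (0.055 each), and for mTORC1 (0.086) under the estimated correlation only. The cause was not tested. With library size in place of TMM, the medians in TFAP2C KD were 0.045 for V1, 0.076 for V2 and 0.0041 for mTORC1, in the same direction and past the threshold of camera, which compares a list with the other genes. In the libraries labelled UBA2 KD, the medians with library size only were -0.041 for V1, -0.0175 for V2 and -0.052 for mTORC1. The median of all genes there moved from -0.00042 to -0.026. The sign change of V2, counted above, therefore goes with a shift of all genes and does not show a change of the list.

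The NES depended on the ranking. In TFAP2C KD, the signal-to-noise ratio of log2 CPM gave 1.24 for V1, 0.978 for V2, the latter not past the threshold, and -0.645 for mTORC1. In the libraries labelled UBA2 KD, library size only gave -1.18 for V1, -0.839 for V2 and -1.64 for mTORC1, where the value for mTORC1 was past the threshold (p = 0.000476, permutation of genes). For mTORC1 there, the log2 fold change ranking gave -1.08 and the signal-to-noise ratio -0.780. Rankings by the signal-to-noise ratio of unlogged CPM were chosen after seeing the data. They gave -1.11 for mTORC1 there with TMM and -1.12 with library size only. For V1 and V2 there, they gave -0.579 and -0.392 with library size only. In TFAP2C KD with TMM, they gave 2.24 for V1, 2.10 for V2 and 1.39 for mTORC1, all past the threshold. With library size only, mTORC1 in TFAP2C KD had 1.17, no longer past the threshold. The cause was not tested.

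With each library left out in turn, the log2 fold change in TFAP2C KD ranged from -2.50 to -2.19 for TFAP2C, from -0.105 to -0.068 for UBA2 and from 0.17 to 0.27 for MYC. The list medians ranged from 0.042 to 0.104 for V1, from 0.069 to 0.148 for V2 and from 0.028 to 0.065 for mTORC1. The NES ranged from 1.41 to 2.16, from 1.26 to 1.98 and from 0.814 to 1.23. These fits have no test and rank by log2 fold change, a ranking that gave 2.13, 2.01 and 1.21 with all libraries. For the libraries labelled UBA2 KD, TFAP2C ranged from -0.39 to -0.18, UBA2 from -0.106 to 0.037 and MYC from 0.16 to 0.30. The medians of V1, V2 and mTORC1 ranged from -0.025 to -0.0034, from -0.0037 to 0.025 and from -0.038 to -0.012, and their NES from -0.601 to 0.722, from -0.336 to 0.740 and from -1.08 to 1.22. The correlation between the experiments ranged from 0.140 to 0.196, and was 0.702 among the genes called in both, which were chosen for large changes.

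Summing of repeated symbols was not run, since each symbol appears once. With 2 libraries in each group, leaving out a library leaves no test. The depth allowed a fall of UBA2 mRNA of at most 9.87%.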

Differences from the paper's values

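The paper's enrichment scores were read by eye from Fig. 5E and 5F. The spread of each NES is its SD over the 4 pairings of 1 library from each group, ranked by log2 fold change.

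In TFAP2C KD, the NES of MYC targets V1 was 2.69 against the paper's value of about 1.8 in Fig. 5E. Ranking by log2 fold change gave 2.13, which is within the spread of 0.452, as were the fits with each library left out. The other alternatives set before the data were examined did not close the gap: the signal-to-noise ratio, library size only, no filter, a minimum of 10 counts and the block. The signal-to-noise ratio of unlogged CPM, chosen after seeing the values, closed it with 2.24 and, with library size only, 1.95. The NES of V2 was 2.58 against the paper's about 2.0 in Fig. 5E. Ranking by log2 fold change gave 2.01 and closed the gap, as did leaving out either control library or TFAP2C KD replicate 2, with 1.81, 1.69 and 1.98, and no other alternative set before the data were examined did. The rankings chosen after seeing the values gave 2.10 and 1.98 and closed it too. For mTORC1 signaling, the NES was 2.10 against the paper's about 1.6 in Fig. 5E. None of the alternatives set before the data were examined closed this gap, and the signal-to-noise ratio of unlogged CPM, chosen after seeing the values, did with 1.39.

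For UBA2 KD, the NES of V1 was 0.956 against the paper's about -2.6 in Fig. 5F, and that of V2 was 1.09 against about -2.2 in Fig. 5F. No alternative closed either gap, whether set before the data were examined or chosen after seeing the values. The NES of mTORC1 was 1.55 against the paper's about -1.8 in Fig. 5F. Ranking by log2 fold change gave -1.08, the signal-to-noise ratio -0.780 and library size only -1.64. Leaving out control replicate 2 gave -1.08 and leaving out replicate 2 of the libraries labelled UBA2 KD gave -0.995. These are all within the spread, which is large for this list at 1.28. The rankings chosen after seeing the values gave -1.11 and -1.12.

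The paper states a reduction of Myc-dependent expression in UBA2 KD, opposite to TFAP2C KD. Here the MYC lists had medians of -0.015 and 0.0084 in the libraries labelled UBA2 KD, with no call, and MYC mRNA rose by 0.23. The paper also describes these cells as a knockdown of UBA2, while UBA2 mRNA changed by -0.036. The methods name hg19 and RefSeq genes, while the table of TFAP2C KD has positions of GRCh38 and gene types of Ensembl.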

Other observations

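The tests on the counts, the treatment and the protein in the paragraph on UBA2, and that on Dox, were chosen only after the result was seen. Lists of amino acid and stress response genes and sterol synthesis genes were written after the genes with the largest changes in the libraries labelled UBA2 KD had been seen, from members whose values had not been printed.

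UBA2 mRNA was not lower in the libraries labelled UBA2 KD. Too few counts do not explain this, since the 95% confidence interval excludes a fall of more than 9.87%. An exchange of single libraries between the groups is not seen either. The labelled split gave 1336 differentially expressed genes, while each of the other 2 splits of the 4 libraries gave 0 (90 and 143 genes at an unadjusted p under 0.05). The count of 1336 also argues against untreated cells in the groups, although it shows only that the groups differ. An exchange of both groups as a whole would not make UBA2 fall. A knockdown that lowers the protein without lowering the mRNA cannot be told apart from no knockdown in these libraries, since counts of mRNA, at 97.5% of control, do not measure protein. The paper reports lower Uba2 protein in Fig. 1B. In TFAP2C KD, UBA2 had a log2 fold change of -0.084 (adjusted p = 0.649, edgeR).

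Amino acid and stress response genes rose by a median log2 fold change of 0.59 in the libraries labelled UBA2 KD. Of 30 genes tested, 28 lay above 0 and 25 were higher at an adjusted p under 0.05. Sterol synthesis genes fell by a median of -0.48, with 19 of 20 below 0 and 19 lower at an adjusted p under 0.05. Camera gave adjusted p = 4.83e-88 and adjusted p = 3.07e-43 over 4 tests (limma). Fry gave 0.00282 and 0.00385, and an estimated correlation 0.00905 and 0.00501, all unadjusted. In TFAP2C KD the medians were -0.0096 and -0.015, with no call. Removal of the trend with expression level left camera at 1.71e-88 for the rising list, and removal of the trend with GC content left 5.15e-77 over the 27 genes with a value. Replicates differed by at most 0.042 for the rising list and 0.043 for the sterol list. For the rising list, these values argue against the trend with expression level and against replicate variation as the whole cause. The trend with GC content held 0.147% of the variance in these libraries, which argues against it for the genes with a value. The trend with gene length was not tested for either list, and no trend was tested for the sterol list. Dox itself may cause such a response, and it cannot be told apart from UBA2 loss here, because no cells treated with Dox but without the shRNA were analysed and the rise of 0.586 came without a fall of UBA2 mRNA.

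The rise of the MYC lists in TFAP2C KD was tested against trends in the same way. For V1, camera gave 0.00467 after removal of the trend with expression level, 1.42e-06 for gene length and 1.32e-07 for GC content. For V2, the values were 0.000137, 6.92e-06 and 1.24e-05. None of these trends is thus the whole cause, although the trend with expression level removed most of the evidence for V1. The largest difference between replicates of a group was 0.0933 for V1, more than its rise of 0.074, so variation between replicates may account for it. For V2 it was 0.0928, less than the rise of 0.11. An effect of TFAP2C loss stays open for both.

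TFAP2C mRNA was lower in the libraries labelled UBA2 KD, with 7.81 ± 0.0081 CPM (SD, n = 2) in the control libraries and 6.41 ± 0.66 CPM (SD, n = 2). The log2 fold change of -0.28 (standard error 0.14) did not pass the threshold (adjusted p = 0.222, edgeR), and it was -0.18 without replicate 1 of the labelled libraries. HDAC1 mRNA changed by -0.070 in TFAP2C KD (adjusted p = 0.715, edgeR) and by -0.064 in the libraries labelled UBA2 KD (adjusted p = 0.459, edgeR). Of 39 genes named in the paper, 36 were tested in each experiment. In TFAP2C KD 2 passed, TFAP2C and TFAP2A, the latter at -0.39 (adjusted p = 0.0361, edgeR), and 3 passed adjusted over the list alone. In the libraries labelled UBA2 KD 5 passed, and 5 adjusted over the list alone. Besides MYC these were PLRG1 at 0.28, LMNA at 0.20, SF3A1 at 0.20 and DDX23 at -0.17.

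The lists without a call were mesenchymal genes, with medians of 0.068 in TFAP2C KD and -0.0024 in the libraries labelled UBA2 KD (adjusted p = 0.505 and adjusted p = 0.231, limma), and genes of the SUMO pathway, with medians of -0.00073 and -0.030 (adjusted p = 0.660 in both, limma). Both were written before the data were examined.

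In TFAP2C KD, the other splits of the 4 libraries gave 0 and 1 differentially expressed genes, with 104 and 658 genes at an unadjusted p under 0.05, against 111 and 1889 for the labelled split.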
